# RNA-Sequencing Analysis of TCDD-Induced Responses in Zebrafish Liver Reveals High Relatedness to *In Vivo* Mammalian Models and Conserved Biological Pathways

**DOI:** 10.1371/journal.pone.0077292

**Published:** 2013-10-30

**Authors:** Zhi-Hua Li, Hongyan Xu, Weiling Zheng, Siew Hong Lam, Zhiyuan Gong

## Abstract

TCDD is one of the most persistent environmental toxicants in biological systems and its effect through aryl hydrocarbon receptor (AhR) has been well characterized. However, the information on TCDD-induced toxicity in other molecular pathways is rather limited. To fully understand molecular toxicity of TCDD in an in vivo animal model, adult zebrafish were exposed to TCDD at 10 nM for 96 h and the livers were sampled for RNA-sequencing based transcriptomic profiling. A total of 1,058 differently expressed genes were identified based on fold-change>2 and TPM (transcripts per million) >10. Among the top 20 up-regulated genes, 10 novel responsive genes were identified and verified by RT-qPCR analysis on independent samples. Transcriptomic analysis indicated several deregulated pathways associated with cell cycle, endocrine disruptors, signal transduction and immune systems. Comparative analyses of TCDD-induced transcriptomic changes between fish and mammalian models revealed that proteomic pathway is consistently up-regulated while calcium signaling pathway and several immune-related pathways are generally down-regulated. Finally, our study also suggested that zebrafish model showed greater similarity to *in vivo* mammalian models than *in vitro* models. Our study indicated that the zebrafish is a valuable in vivo model in toxicogenomic analyses for understanding molecular toxicity of environmental toxicants relevant to human health. The expression profiles associated with TCDD could be useful for monitoring environmental dioxin and dioxin-like contamination.

## Introduction

Dioxin-like compounds are major environmental contaminants that could pose serious threats to public health and the ecosystem [1]. Since 1980s, it has been increasingly documented that dioxin-like compounds cause various biological effects in laboratory animals and human [2], [3]. Among them, 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) is the most potent toxicant and it is produced from both natural and anthropogenic processes including incineration of chlorine-containing substances, bleaching of paper, manufacturing of specific organochlorine chemicals, volcanoes, and forest fires [4]. As an aromatic hydrocarbon, TCDD has a long biological half-life and is heavily accumulated in the food chain, which causes adverse effects on human health at environmental levels [4], [5]. Till now, many animal models, including fishes, have been used in TCDD studies [6], [7]. However, most of these studies have focused on the physiological-biochemical parameters and typical molecular markers, such as the gene *cyp1a* and the Aryl hydrocarbon receptor (AhR) signaling pathway [7] and detailed molecular toxicity of TCDD remains to be elucidated.

Genomic approaches have been increasingly used in toxicological research in the past decade. Previous toxicogenomic studies mostly used DNA microarray technology to capture the global gene expression data and to evaluate the effects of toxicant exposure [8], [9]. However, there are several drawbacks in microarray analysis, e.g. limited sensitivity, probe cross-hybridization, incomplete genome coverage and a prerequisite for sequence information in order to include new probes [10]. Recently, the advent of next-generation sequencing (NGS) technologies has significantly accelerated genomic research and provided a better alternative for transcriptomic analysis [11]. By high-throughput RNA sequencing, it is feasible to measure transcript abundance and transcriptomic profiles with a broad dynamic range, therefore providing a powerful tool to determine the potential adverse effects of environmental contaminants on public health [8].

Comparative studies across different taxonomic groups are important not only in understanding of organism diversity but also for inferring important biological responses due to evolutionary conservation [4]. In toxicology, animal models are widely used to infer human responses to chemical exposure. Particularly, it is valuable to use multiple animal models for comparative analyses in order to determine conserved adverse responses or molecular events. As lower vertebrates in evolution, fishes are particularly important models for such comparative studies [12], [13]. Now the zebrafish (*Danio rerio*) has become an increasingly popular model in human disease studies because of its many advantageous properties in laboratory experiments, such as its small size and easy availability in a large number, short generation time for genetic manipulation, and cost effectiveness for high-throughput studies. More importantly, many molecular and developmental studies have shown that zebrafish and human share many common genes in conserved developmental pathways in organogenesis and related physiological processes as well as in carcinogenesis [14], [15].

As there is so far no NGS based transcriptomic analysis for molecular response to TCDD treatment, in the present study we carried out RNA sequencing analyses of TCDD-treated in order to carry out a genome-wide identification of novel TCDD responsive genes and pathways, which should provide a comprehensive understanding of the molecular mechanism of TCDD-induced toxicity in mammals and human. We further compared the zebrafish response with those from mammalian systems and thus identified common molecular pathways deregulated in both fish and mammals. We found that the zebrafish model is more similar to mammalian in vivo models than in vitro models, thus indicating a validity of the zebrafish as an emerging in vivo model in comparative toxicological research.

## Materials and Methods

### Zebrafish

Experimental procedures were carried out following the approved protocol by Institutional Animal Care and Use Committee of National University of Singapore (Protocol 079/07). Adult zebrafish (3-month old), which are Singapore wild type zebrafish, were purchased from a local aquarium farm (Mainland Tropical Fish Farm, Singapore) and acclimated for at least one week in our aquarium before chemical exposure experiment. Fish were maintained at ambient temperature of around 28°C with a 14-h light and 10-h dark cycle in a flow-through water system.

### Chemical exposure

TCDD was purchased from Sigma-Aldrich (USA) and dissolved in dimethyl sulfoxide (DMSO). Male adult fish were used in the exposure experiments by immersing in the TCDD water (10 nM) for 96 h at ambient temperature (28°C) in a static condition. Control fish were kept in water with 0.01% DMSO (vehicle) under the same condition. Water was changed daily throughout the treatment. After 96 hours of chemical exposure, treated and control fish were sacrificed and liver samples were dissected from each fish.

### RNA sample preparation and SAGE library sequencing

Total RNA was extracted from livers (excluding gall bladders) of individual fish using TRIzol® Reagent (Invitrogen) and treated with DNase I (Invitrogen) to remove genomic DNA contamination. For RNA sequencing, RNA was pooled equally from 9 fish for each group (TCDD and control). Poly A+ RNA was purified using Dynabeads® Oligo (dT) EcoP (Invitrogen) and subjected to cDNA synthesis. Synthesized cDNA was digested by NlaIII and sequencing adapters were added to the cDNA fragments. SAGE (serial analysis of gene expression) sequencing (tag length = 27 nucleotides) was performed by Mission Biotech (Taiwan) with ABI SOLiD^TM^ System 2.0 (Applied Biosystems). The RNA-sep data reported in the present study was submitted to Gene Expression Omnibu with an access number GSE49915.

### Gene annotation and selection of differentially expressed genes

All SAGE tags were mapped to the zebrafish Reference Sequence database (http://www.ncbi.nlm.nih.gov/RefSeq) with maximum 2 nucleotide mismatch. Uniquely mapped tag counts for each transcript were normalized to TPM (transcripts/tags per million). For biological implication analyses, genes with only marginal expression, as defined by TPM<10 in both control and TCDD groups, were excluded. As it has been previously reported that the actual measured quantity of differential expression (fold change or ratio) is more consistent and reproducible in identifying differentially expressed genes than the statistical significance (p-value) [16], [17], in the present study, we selected differentially expressed genes based on fold change>2 and TPM>10.

### Gene Ontology enrichment analysis

Gene ontology enrichment analysis was performed using DAVID (The Database for Annotation, Visualization and Integrated Discovery) with the total zebrafish genome information as the background and p-values based on a modified Fisher's exact t-test. Gene Ontology Fat categories were used for this analysis and the cut-off p-value is 0.05.

### Real-time PCR

Real-time PCR was performed using the LightCycler system (Roche Applied Science) with LightCycler FastStart DNA Master SYBR Green I (Roche Applied Science) according to the manufacturer's instruction. For comparison between real-time PCR and RNA-seq results, Cp (crossing point value) and TPM values for each gene were normalized against Cp and TPM of *β-actin1* (GI_ID:18858334).

### Analysis of the hepatic enriched gene list by GSEA and IPA analysis

GSEA (Gene Set Enrichment Analysis) pre-ranked option was used to analyze the entire set of differentially expressed genes (651 up- and 407 down-regulated genes). Briefly, the gene symbols of human homologs of the enriched zebrafish Unigene clusters were ranked using logarithm transformed fold change (base 2). The number of permutation used was 1000. Pathways with false discovery rate (FDR) <0.25 were considered statistically significant. For IPA (Ingenuity Pathway Analysis), the same set of differentially expressed genes was uploaded to online Ingenuity Pathways Knowledge Base for functional implication analyses.

### Cross-species comparison

Six sets of transcriptomic data for *in vivo* and *in vitro* mammalian models treated by TCDD (GSE10082, GSE10083, GSE10769, GSE10770, GSE14555 and GSE34251) were retrieved from GEO (Gene Expression Omnibus). GSEA was used to establish the relatedness between zebrafish and mammalian models. The zebrafish hepatic transcriptome lists were converted into human and mouse homolog Unigene clusters. The statistical significance of the enrichment score was estimated by using an empirical phenotype-based permutation test. An FDR value was provided by introducing adjustment of multiple hypothesis testing.

## Results and Discussion

### General features of SAGE tags in TCDD-treated and control groups

There were 11.7 million and 17.9 million SAGE sequence tags generated from the DMSO vehicle control and TCDD-treated groups, respectively. 

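SAGE (serial analysis of gene expression) reads 1 short tag beside an NlaIII site of each polyadenylated transcript, so the number of tags stands for the number of transcripts and their length does not enter. Each of the 2 libraries was made from liver RNA pooled in equal parts from 9 male fish. The fish of the TCDD library were kept in 10 nM TCDD for 96 h and those of the control library in 0.01% DMSO, the vehicle, for 96 h. With 1 pooled library per condition there was no replicate, so no difference between the groups had a replicate check in the sequencing data. The authors mapped tags of 27 nucleotides to zebrafish RefSeq transcripts with at most 2 mismatches, kept the uniquely mapped tags, and deposited for each library a list of 17991 transcripts, each named by its NCBI GI number, with its tag count scaled to the total of mapped tags, in the unit the paper calls TPM. Every deposited value was a whole multiple of the value of 1 tag, which was 0.372 TPM in the control library and 0.315 TPM in the TCDD library, and the tag counts were recovered from this. The lists give no gene names. Names were taken from Table 1, Table 4, Table S1, Table S2 and the Methods, which pair GI numbers with symbols, and current symbols from the RefSeq gene table of the GRCz12tu assembly.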

About 2.7 million tags in the control group and 3.2 million tags in the TCDD group could be mapped with the known transcripts. 

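The recovered counts added up to 2688063 mapped tags in the control library and 3173797 in the TCDD library, which were 23.0% and 17.7% of the paper's totals of sequenced tags. At least 1 tag was found for 12252 transcripts in the control library and 12984 in the TCDD library. A single tag was found for 2306 of the former and 2287 of the latter. The smallest abundance that these depths could show, taken as 3 tags, was 1.12 TPM in the control library and 0.945 TPM in the TCDD library. The intervals and limits given for single transcripts cover counting error only, since they do not include differences between fish, pools or library preparations.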

The mapped tags were normalized to transcripts per million (TPM) and the expression level of genes ranged from 0.3 to 110844.2 TPM in the two groups, indicating a dynamic range of more than six orders of magnitude in transcript abundance. 

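In the control library the values ran from 0.372 TPM, a single tag, to 62612.0 TPM, or 168305 tags, a range of 5.23 on the log10 scale. In the TCDD library they ran from 0.315 TPM to 110844.2 TPM, or 351797 tags, a range of 5.55 on the log10 scale. Transcripts without a tag have no value in the lists.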

As shown in Figure 1A, transcript abundance profiles in both groups were very similar. The transcriptomes consist of a small number of high abundant transcripts and a large number of low abundant transcripts, similar to those reported in many previous RNA-seq studies [18], [19]. 

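The 10 most abundant transcripts took 25.8% of the tags of the control library and 30.0% of those of the TCDD library.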

The percentages of the transcripts with relatively high expression level (TPM>256) were 3.8% in the TCDD group and 3.1% in the control group, but contributed to 80.4% and 83.0% of the total transcripts respectively. In contrast, the percentages of the transcripts with the low expression level (TPM<16) were 67.1% and 76.3% in the TCDD group and control group, contributing only 3.1% and 3.2% of the total transcripts.

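Counted over the transcripts with at least 1 tag in the same library, 402 of 12984 transcripts (3.10%, 95% Wilson interval 2.81 to 3.41) exceeded 256 TPM in the TCDD library. In the control library 380 of 12252 did (3.10%, 2.81 to 3.42), so the shares of highly expressed transcripts were nearly equal. The Wilson intervals treat transcripts as independent draws and cover neither counting error of tags nor differences between fish. The transcripts above 256 TPM held 80.21% of the TCDD tags and 82.03% of the control tags. Below 16 TPM were 9767 transcripts of the TCDD library (75.2%, 74.5 to 76.0) and 9352 of the control library (76.3%, 75.6 to 77.1), with 3.28% and 3.24% of the tags. The same counts below 16 TPM were also set against the 14556 transcripts with a tag in either library. They made up 67.1% of these in the TCDD library and 64.2% in the control library. This total includes transcripts without a tag in 1 of the libraries, which the counts leave out. These are therefore not full shares below 16 TPM.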

**Figure 1:**
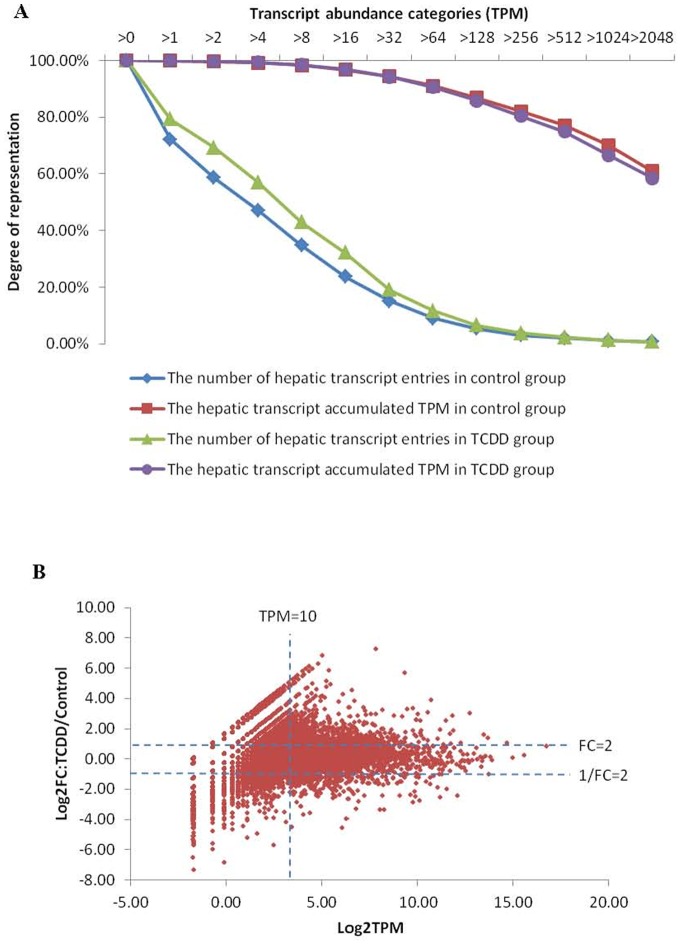
Comparison of transcriptomic profiles between TCDD and control groups. (A) Distribution of transcript entries and total transcript counts over different tag abundance categories in liver of zebrafish. The percentages of total transcript counts and number of different transcript entries per category are plotted on a log scale (base10). (B) Relationship between the hepatic transcriptome changing range and its expression level in zebrafish after TCDD treatment. The base of log value is 2.

### Differentially expressed genes in response to TCDD and their gene ontology profile

Figure 1B shows the relationship between the dynamic transcript fold-change of hepatic transcriptome and its expression level in zebrafish treated by TCDD. 

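Of the listed transcripts, 4560 exceeded 10 TPM in at least 1 library and 3442 in both. An abundance of 10 TPM corresponds to 26.9 tags in the control library and 31.7 tags in the TCDD library. Over the transcripts above 10 TPM in both libraries the median log2 ratio of TCDD to control was 0.22. TMM scaling, the trimmed mean of M-values of edgeR, moved the log2 ratios of transcripts with a tag in both libraries by -0.28 relative to scaling by the total of mapped tags.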

Differentially expressed genes after TCDD treatment were first determined by comparison of the two sets of mapped SAGE tags with fold-change>2 and TPM >10. In total, 1,058 genes were identified, including 651 up-regulated genes and 407 down-regulated genes. 

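The cutoff was applied to all 17991 transcripts, with 0.3 TPM in place of 0, the value Table S1 shows for transcripts without a tag. It was passed by 819 up-regulated and 526 down-regulated transcripts. All 1058 transcripts of Table S1 were among them, with both TPM values as in the lists, and 168 up-regulated and 119 down-regulated transcripts were outside Table S1. A two-sided Fisher exact test of the tags of each transcript against the library totals, adjusted by the Benjamini-Hochberg method over the 4560 transcripts above 10 TPM, gave an adjusted p under 0.05 for all 1345 transcripts past the cutoff and for 1364 others. The test compares these 2 libraries and not the conditions. In 100 simulated pairs of libraries of the same depth with counting error only, 7 to 30 transcripts passed the cutoff. With TMM scaling 490 transcripts were up-regulated and 741 down-regulated. With a fold change above 3 the counts were 344 and 257, and 338 and 288 had an exact 95% limit of the fold change beyond 2.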

The top 20 most up-regulated transcripts based on fold-change are listed in the Table 1. 

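Of the 20 records that Table 1 lists by GI number, 6 had no tag in the control library and 17 had at most 4, so their fold changes rested on the value put in place of 0 or on a few control tags. The most precise was rnasel2, with 34 control tags and 2037 TCDD tags (12.6 and 642 TPM), a log2 ratio of 5.67 with an exact 95% interval from 5.18 to 6.20. For rab36, with 1 and 74 tags, the log2 ratio of 5.97 had an interval from 3.45 to 11.29. For lrrc23, with 0 and 39 tags, the lower limit was 3.09 and no upper limit could be set. The record listed for sdf2 had 14 control and 54 TCDD tags, a log2 ratio of 1.71 (0.84 to 2.67), and the record listed for mid1ip1 had 6 and 9 tags, a log2 ratio of 0.35 (-1.31 to 2.12). Table S1 gives sdf2 another GI number, whose 4 and 143 tags made a log2 ratio of 4.92 (3.53 to 6.82), and gives the TPM values that Table 1 shows for mid1ip1 to mid1ip1b, with 2 and 58 tags and a log2 ratio of 4.62 (2.70 to 7.70). With 1 TPM in place of 0 the log2 ratio of ahrra, which had no control tag, went from 6.09 to 4.36. Of the 20 records, 6 (sycp3l, lrrc23, ccdc113, odf3b, hormad1 and tuba7l) were on a list of testis marker genes and 2 (tnni2b.2 and actc1b) on a list of muscle marker genes.

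**Figure D1:**
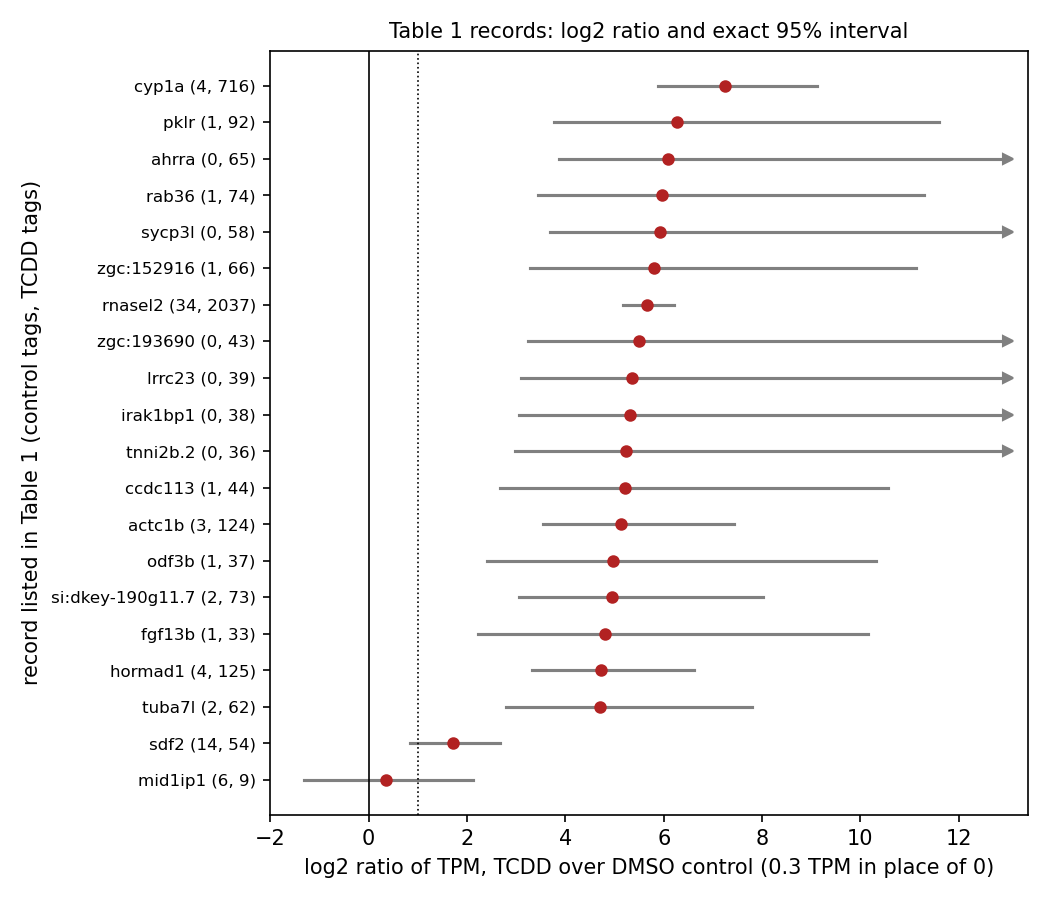
Log2 ratio of TPM, TCDD over DMSO control, for the 20 records listed in Table 1, with control and TCDD tags in parentheses. Points are the ratios with 0.3 TPM in place of 0, bars the exact 95% intervals (counting error only), arrows mark intervals without an upper limit, and the dotted line is a 2-fold rise. The lower limits are above the dotted line for all records but those listed for sdf2 and mid1ip1.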

After compared with TCDD responsive genes in CTD (The Comparative Toxicogenomics Database, http://ctdbase.org/), ten gens (*cyp1a, ahrra, actc1b, odf3b, mid1ip1, pklr, lrrc23, ccdc113, sdf2, and fgf13*) have been reported to be related in fish and/or mammalian models after TCDD exposure among the top 20 genes. Not surprisingly, *cyp1a*, the best known molecular marker for TCDD exposure [20], was the most up-regulated gene (151.4 fold) in the list, indicating that our TCDD treatment in the experiment was effective. It is interesting to note that *adrra* (aryl hydrocarbon receptor repressor a) is the second highest up-regulated gene, while the two aryl hydrocarbon receptor genes (*ahr1a* and *ahr2*) were not significantly up-regulated in our RNA-seq data with a modest 50% increase for *adr2* and slightly decrease for *adr1a* (data not shown), 10 novel TCDD-responsive genes, eight annotated (*rab36, sycp3l, rnasel2, tnni2b.2, hormad1, tuba7l, irak1bp1* and zgc:152916,) and two unannotated (zgc:193690 and si:dkey-190g11.7), have been identified from the top 20 most up-regulated genes. 

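cyp1a (GI 40538769) had 4 tags, or 1.49 TPM, in the control library and 716 tags, or 226 TPM, in the TCDD library. This was a 151.6-fold rise, a log2 ratio of 7.24 with an exact 95% interval from 5.88 to 9.12 (adjusted p = 4.3e-181, two-sided Fisher exact test between the libraries). Its lower limit was the highest among all up-regulated transcripts. Against β-actin1 (GI 18858334), which had 134 control tags and 169 TCDD tags, the log2 ratio was 7.15, and after TMM scaling it was 6.97. From this induction the paper concludes that the TCDD treatment was effective.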

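ahrra (GI 78214313) had no control tag and 65 TCDD tags, or 20.5 TPM. Its log2 ratio of 6.09 used 0.3 TPM in place of 0, and the exact 95% lower limit was 3.86 (adjusted p = 4.3e-17, two-sided Fisher exact test). By fold change within Table S1 it was number 3, after cyp1a and pklr. The genes ahr1a and ahr2 were not analysed here. Among the genes that the paper did not find linked to TCDD in the CTD database, sycp3l (now named sycp3) had 0 control and 58 TCDD tags, irak1bp1 had 0 and 38, tnni2b.2 had 0 and 36, ddx19a (GI 192447400) had 0 and 43, cfap126 (GI 113679002) had 1 and 66, tuba7l had 2 and 62, kgd4 (GI 165972470) had 2 and 73, and hormad1 had 4 and 125. The lowest of their exact 95% lower limits was 2.80 on the log2 scale, for tuba7l.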

To confirm their inducibility of the 20 genes by TCDD, real-time PCR was carried out with individual fish liver samples from an independent set of TCDD treatment experiment. As shown in Figure 2, 17 out of 20 genes showed up-regulation in at least three individual samples; among them, 13 genes had up-regulation in all of the five individual samples. Thus, our RT-qPCR data indicated a strong agreement with the RNA-sequencing data and, more importantly, the validation was from five independent biological samples. Interestingly, all of the 10 novel TCDD responsive genes found in the present study were validated by RT-qPCR (Figure 2). Thus, our RNA-seq data provided additional biomarker genes for TCDD exposure. Among these validated biomarker genes, several of them apparently encodes secreted protein (e.g. *fgf13b* and *rnasel2*) and their protein products are also likely present in the circulating blood and may offer convenient non-invasive assays for detection of TCDD exposure. A notable exception in the validation experimental data was *lrrc23* that was constantly down-regulated in all five individuals, indicating that *irrc23* is not a reproducibly up-regulated gene by TCDD. In future, these novel molecular markers for TCDD exposure can be further tested for their time- and dose-responsiveness.

**Figure 2:**
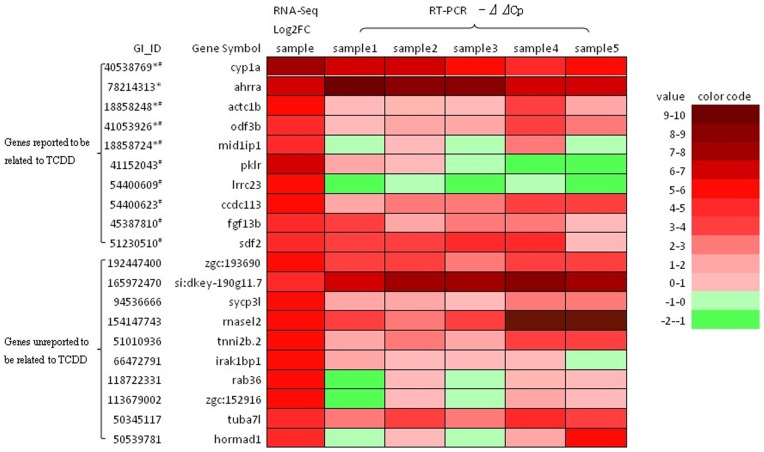
RT-qPCR validation of top 20 up-regulated TCDD-induced genes. RT-qPCR was performed from five individual liver samples collected from five fish treated by TCDD from a new experiment. The relative expression level of the genes was shown in color code as indicated on the fight and the value is in log2 fold change as compared with a housekeeping gene, *β-actin1*. *-only reported in fish model; #-only reported in mammalian model.

**Table 1:** Top up-regulated genes by TCDD in zebrafish liver.

GI_ID	Gene Symbol	Gene Name	TPM Value		Log2FC
			Control	TCDD	
40538769	cyp1a	cytochrome P450, family 1, subfamily A	1.49	225.60	7.24
41152043	pklr	pyruvate kinase, liver and RBC	0.37	28.99	6.28
78214313	ahrra	aryl-hydrocarbon receptor repressor a	0.30	20.48	6.09
118722331	rab36	RAB36, member RAS oncogene family	0.37	23.32	5.97
94536666	sycp3l	synaptonemal complex protein 3 like	0.30	18.27	5.93
113679002	zgc:152916	zgc:152916	0.37	20.80	5.80
154147743	rnasel2	ribonuclease like 2	12.65	641.82	5.67
192447400	zgc:193690	zgc:193690	0.30	13.55	5.50
54400609	lrrc23	leucine rich repeat containing 23	0.30	12.29	5.36
66472791	irak1bp1	interleukin-1 receptor-associated kinase 1 binding protein 1	0.30	11.97	5.32
51010936	tnni2b.2	troponin I, skeletal, fast 2b.2	0.30	11.34	5.24
54400623	ccdc113	coiled-coil domain containing 113	0.37	13.86	5.22
18858248	actc1b	actin, alpha, cardiac muscle 1b	1.12	39.07	5.13
41053926	odf3b	outer dense fiber of sperm tails 3B	0.37	11.66	4.97
165972470	si:dkey-190 g11.7	si:dkey-190g11.7	0.74	23.00	4.95
51230510	sdf2	stromal cell-derived factor 2	1.49	45.06	4.92
45387810	fgf13b	fibroblast growth factor 13b	0.37	10.40	4.80
50539781	hormad1	HORMA domain containing 1	1.49	39.39	4.73
50345117	tuba7l	tubulin, alpha 7 like	0.74	19.53	4.71
18858724	mid1ip1	MID1 interacting protein 1	0.74	18.27	4.62

Besides *cyp1a*, some other genes with high abundance were also up-regulated by TCDD exposure in zebrafish (Table S1). 

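Of the 651 up-regulated transcripts of Table S1, 52 exceeded 256 TPM in the TCDD library, and 20 of these did so in the control library as well. Among the 407 down-regulated transcripts, 69 exceeded 256 TPM in the control library.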

The up-regulation of *pklr* (pyruvate kinase, liver and red blood cell) in our experiment was consistent with several previous reports that TCDD affects pyruvate utilization for energy and thus glycolysis and gluconeogenesis [21], [22]. 

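pklr (GI 41152043) had 1 tag in the control library and 92 tags in the TCDD library, or 0.372 and 29.0 TPM. The log2 ratio was 6.28, and because of the single control tag its exact 95% interval reached from 3.77 to 11.60 (adjusted p = 1.8e-22, two-sided Fisher exact test).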

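alas1 (GI 41152047), which encodes 5-aminolevulinate synthase, had 306 control tags and 5412 TCDD tags, or 114 and 1705 TPM. At this depth its log2 ratio of 3.90 had an exact 95% interval from 3.74 to 4.08, the narrowest among the 20 up-regulated transcripts with the highest lower limits. After TMM scaling it was 3.63.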

Gene *e*xpression of *alas1*, the first and rate-limiting enzyme involved in heme biosynthesis [23], was up-regulated in our study, suggesting that the heme biosynthesis was deregulated in hepatic cells of fish exposed to TCDD. Hspa5 is a member of the heat shock protein 70 (Hsp70) family and it has been used as an endoplasmic reticulum (ER) stress sensor [24]. 

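hspa5 (GI 47085774) had 229 tags (85.2 TPM) in the control library and 2767 tags (872 TPM) in the TCDD library. The rise was 10.23-fold, with a log2 ratio of 3.36 and an exact 95% interval from 3.16 to 3.56. TMM scaling gave 3.08.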

In our study, the expression of *hspa5* was up-regulated with 10.2 fold, implying TCDD led to the ER stress and this event was a highly conserved adaptive response induced by environmental toxicants. Moreover, the gene *pck1* (phosphoenolpyruvate carboxykinase 1), as a key factor in gluconeogenesis, was up-regulated 6.8 fold, indicating that TCDD exposure also affected the gluconeogenesis by altering the expression of genes encoding key gluconeogenic enzymes [25].

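For pck1 (GI 47550784), 233 control tags and 1877 TCDD tags corresponded to 86.7 and 591 TPM, a 6.82-fold rise. The log2 ratio was 2.77 with an exact 95% interval from 2.57 to 2.97 (adjusted p = 6.2e-261, two-sided Fisher exact test), and 2.49 after TMM scaling.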

Through gene ontology analysis, the differentially expressed genes were classified into different categories based on GO database using DAVID software (Table 2). Among the up-regulated GO categories, the most significant ones included Endoplasmic reticulum (p-value = 1.19E-13) and Proteasome complex (p-value = 2.67E-09). 

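The membership of the gene ontology categories was not analysed here. Among endoplasmic reticulum genes that the paper names in Figure 3, hsp90b1 rose from 648 tags to 2802 tags, a log2 ratio of 1.87 with an exact 95% interval from 1.75 to 2.00. The disulfide isomerases pdia4 and pdia6 had log2 ratios of 2.31 (2.02 to 2.62) and 2.30 (1.96 to 2.65). The oligosaccharyltransferase subunits rpn1 and rpn2 had log2 ratios of 1.35 (1.22 to 1.47) and 1.03 (0.80 to 1.26), and sec61a1b of the translocon had 1.66 (1.29 to 2.03). In contrast, pdia2 fell from 220 tags to 7 tags, a log2 ratio of -5.21 (-6.55 to -4.15). It was on the list of exocrine pancreas marker genes.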

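All 19 cytochrome P450 genes of Table S2 had a higher TPM in the TCDD library, by fold changes from 1.04 upward and with a median log2 ratio of 0.78. The cutoff of a 2-fold change and 10 TPM was passed by 5 of them, cyp1a, cyp11b2, cyp1c1, cyp3c1 and cyp2j21. Another 8 exceeded 10 TPM but rose 2-fold or less, and 6 did not exceed 10 TPM in either library. The exact 95% interval of the ratio lay above no change for 10 of the 19. Among the others, 3 were counted from 1 tag in the TCDD library and none in the control library (cyp19a1b, cyp11a1 and cyp27c1), a difference not detectable at this depth. The ratios of cyp2v2 and cyp3a65 turned below no change with TMM scaling and with β-actin1 as reference, and that of cyp4 with TMM scaling. Table S1 held 11 transcripts of the family under their current names, 7 up-regulated and 4 down-regulated. Among the rises, cyp1c1 (GI 194294526) had 8 and 57 tags, a log2 ratio of 2.59 (1.52 to 3.87), and cyp3c1 had 302 and 855 tags, 1.26 (1.07 to 1.46). cyp11b2, with 3 and 42 tags, was also on the testis marker list. The falls were cyp46a1.1, with 355 and 48 tags and a log2 ratio of -3.13 (-3.59 to -2.69), cyp2aa2, cyp2aa4 and cyp2k18.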

Since most P450s (e.g. CYP1A enzymes) are involved in xenobiotic metabolism and primarily located in endoplasmic reticulum, it is not surprising that the TCDD-induced physiological stress occurred mainly in these cellular components, which was also supported by the up-regulated 19 genes of CYP family in our study (Table S2). Moreover, other histological studies also found TCDD led to hypertrophy of hepatocytes, glycogen depletion and lipidosis of liver in zebrafish and other fish [26], which were related to the endoplasmic reticulum (ER) stress via some cellular receptor or/and protein [27], [28]. 

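Table S1 held 18 transcripts of proteasome subunits and their activators under their current names, and all 18 were up-regulated. Their log2 ratios ran from 1.04 for psmd7 to 3.71 for psmd12, with a median of 1.38. psmd14 (GI 134133284) had 235 control and 708 TCDD tags, a log2 ratio of 1.35 (exact 95% interval 1.14 to 1.57), and psmb7 had 123 and 400 tags, 1.46 (1.17 to 1.77). psmd12 rested on 4 control tags (2.29 to 5.63). The median was set against those of 10000 random lists of 18 transcripts of Table S1, matched in 10 classes of mean TPM. It exceeded 96.73% of them and so lay inside their middle 95%. All transcripts of Table S1 had changed by more than 2-fold. The percentile therefore compares the median of a list only with other changed transcripts of these 2 libraries. Once most members share a direction, the median moves mainly with the size of the changes. The percentile does not judge that all 18 rose. Without matching on mean TPM the percentile was 93.09. After TMM scaling the median was 1.10, and 12 of the 18 were beyond 2-fold. The largest shift of the log2 ratios by any of the 4 other scalings was -0.28, so no transcript of Table S1 could change its direction.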

In subsequent analysis, our results also showed that the proteasome related pathways (Proteasome pathway and HSA03050 Proteasome, see Table 3) were significantly up-regulated in zebrafish after TCDD treatment. Consistent with this, several GO categories involved in Proteasome deregulation, such as Protein folding and Cellular protein catabolic process in the Biological Process category, as well as Unfolded protein binding in the Molecular Function category, further indicating that the proteasome related bio-functions were deregulated.

**Table 2:** Enriched GO terms in response to TCDD treatment in zebrafish liver (p<0.01).

Category	Term	Count	%	P-Value	Fold Enrichment
**Biological**	protein folding	19	2.98	1.05E-06	3.94
**process**	cellular macromolecule catabolic process	24	3.77	4.61E-05	2.59
	macromolecule catabolic process	26	4.08	5.61E-05	2.44
	proteolysis involved in cellular protein catabolic process	22	3.45	7.17E-05	2.65
	cellular protein catabolic process	22	3.45	7.17E-05	2.65
	modification-dependent protein catabolic process	20	3.14	1.65E-04	2.66
	modification-dependent macromolecule catabolic process	20	3.14	1.65E-04	2.66
	protein catabolic process	22	3.45	2.53E-04	2.43
	cell cycle	19	2.98	4.11E-04	2.56
	protein maturation by peptide bond cleavage	4	0.63	8.39E-04	17.76
	proteolysis	41	6.44	1.40E-03	1.66
	protein transport	26	4.08	1.59E-03	1.96
	establishment of protein localization	26	4.08	1.59E-03	1.96
	protein localization	27	4.24	1.80E-03	1.91
	response to bacterium	8	1.26	2.08E-03	4.33
	intracellular transport	19	2.98	2.14E-03	2.22
	cellular protein localization	15	2.35	4.82E-03	2.33
	cellular macromolecule localization	15	2.35	5.13E-03	2.31
**Cellular**	endoplasmic reticulum	42	6.59	1.19E-13	3.67
**component**	proteasome complex	16	2.51	2.67E-09	6.93
	cytosol	21	3.30	6.39E-07	3.65
	endoplasmic reticulum part	14	2.20	6.83E-06	4.57
	endoplasmic reticulum membrane	11	1.73	1.89E-04	4.25
	nuclear envelope-endoplasmic reticulum network	11	1.73	3.44E-04	3.96
	proteasome core complex	6	0.94	4.41E-03	5.31
**Molecular**	unfolded protein binding	12	1.88	2.85E-05	4.83
**function**	oligosaccharyl transferase activity	4	0.63	5.94E-04	19.98
	acid-amino acid ligase activity	12	1.88	1.74E-03	3.06
	threonine-type peptidase activity	6	0.94	2.23E-03	6.24
	threonine-type endopeptidase activity	6	0.94	2.23E-03	6.24
	dolichyl-diphosphooligosaccharide-protein lycotransferase activity	3	0.47	4.64E-03	24.98
	ligase activity, forming carbon-nitrogen bonds	13	2.04	5.65E-03	2.50
	translation initiation factor activity	8	1.26	5.92E-03	3.63
	heme binding	12	1.88	8.31E-03	2.50
	RNA binding	20	3.14	9.61E-03	1.89

**Table 3:** Significantly regulated pathways in zebrafish after TCDD treatment, by GSEA analysis with cutoff FDR<0.25.

Pathways	NES	NOM p-value	FDR q-value
G1 to S cell cycle reactome	1.94	<0.001	0.024
HSA04110 cell cycle	1.9	<0.001	0.025
Cell cycle KEGG	1.86	0.003	0.031
Proteasome pathway	1.81	0.007	0.053
HSA03050 Proteasome	1.74	0.007	0.115
HSA03010 Ribosome	−2.31	<0.001	<0.001
Ribosomal proteins	−2.21	<0.001	0.001
HSA04020 Calcium signaling pathway	−1.85	0.005	0.126
Prostaglandin synthesis regulation	−1.81	0.005	0.167
ST FAS signaling pathway	−1.81	0.007	0.139
ST T cell signal transduction	−1.79	<0.001	0.135
HSA04650 Natural killer cell mediated cytotoxicity	−1.76	0.007	0.160
HSA04660 T cell receptor signaling pathway	−1.75	0.008	0.152

Note: NES, normalized enrichment scores; NOM p-value, nominal p-value for enrichment; FDR, false discovery rate.

### Change of transcription factor networks by TCDD exposure

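xbp1 (GI 18859572) had 201 control tags and 212 TCDD tags, or 74.8 and 66.8 TPM, a log2 ratio of -0.16 whose exact 95% interval from -0.45 to 0.12 included no change. After TMM scaling the log2 ratio was -0.44 (-0.73 to -0.15), which did not. nfe2l2 (GI 33504556) had 8 and 18 tags, a log2 ratio of 0.93 (-0.34 to 2.34), and ptf1a (GI 124249093) had 2 and 5 tags, 1.08 (-1.53 to 4.47), so a change of either was not detectable at this depth. nr5a2 (GI 24158438) had 2 and 13 tags, a log2 ratio of 2.46 (0.32 to 5.65). mycn (GI 47271377) had 2 control tags and no TCDD tag. None of these transcripts passed the cutoff. These are ratios of the factors' own transcripts. The paper ranks the factors by an IPA analysis of their target genes, which is another measure, so the ratios do not test that ranking.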

By IPA analysis, six significant transcription factors were found to be related to TCDD-induced hepatotoxicity (Table 4), including Xbp1, Nfe2l2, Nr5a2, Ptf1a, Tp53 and Mycn. In particular, the two up-regulated Xbp1 and Nfe2l2 networks were highly enriched with P-values of 1.47E-16 and 4.73E-11 respectively, In the Xbp1 network, 38 target genes were found from the differentially expressed gene list and almost all of them (36) were up-regulated (Figure 3A), indicating that Xbp1 plays a central role in regulating a battery of genes responsible for protein trafficking and secretion [29]. 

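In Figure 3A, 39 target names could be read, 37 drawn as up-regulated and 2 as down-regulated. All 39 were found in Table S1 under their own symbol or that of a zebrafish copy, as 42 transcripts, of which 40 were up-regulated. Their log2 ratios had a median of 1.59 and ran from -5.21 for pdia2 to 4.15 for dnajb9b (GI 66773152, 4 control and 84 TCDD tags). Both dnajb9 copies rose, dnajb9a with a log2 ratio of 2.43. Besides pdia2, the other fall was hmox1a. Among well covered targets, ssr3 had 1406 and 4069 tags, a log2 ratio of 1.29 (exact 95% interval 1.21 to 1.38), and mycb had 65 and 600 tags, 2.97 (2.60 to 3.36). The smallest rises were those of fkbp11 and sec22ba, each from 60 to 142 tags, a log2 ratio of 1.00 (0.56 to 1.46).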

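Of the 50 target names drawn in the Nfe2l2 network of Figure 3, 46 were found in Table S1 under their own symbol or that of a zebrafish copy, as 47 transcripts, and each had changed in the direction drawn. They comprised 36 up-regulated and 11 down-regulated transcripts with a median log2 ratio of 1.35. Of the rises, 10 were also on the list of proteasome subunits.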

In the Nfe2l2 network, 36 up- and 14 down-regulated genes were induced in the differentially expressed gene list (Figure 3B). This is in consistence with a previous study [30] that most of the regulated genes (such as *mgst1, usp14, herpud1, dnajc3, actg1, hmox1, dnajb11,* etc.) by Nfe2l2 are related to oxidative stress and mediate transcriptional events that facilitate protective responses in animal models exposed to xenobiotic.

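usp14 (GI 41053914) rose from 107 to 289 tags, a log2 ratio of 1.19 with an exact 95% interval from 0.87 to 1.53. herpud1 rose from 127 to 339 tags, 1.18 (0.88 to 1.48), dnajc3 from 61 to 391 tags, 2.44 (2.05 to 2.85), and dnajb11 from 82 to 460 tags, 2.25 (1.91 to 2.61). In contrast, mgst1 fell from 225 to 54 tags, a log2 ratio of -2.30 (-2.75 to -1.86), and hmox1 fell from 421 to 90 tags, -2.47 (-2.81 to -2.13).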

**Figure 3:**
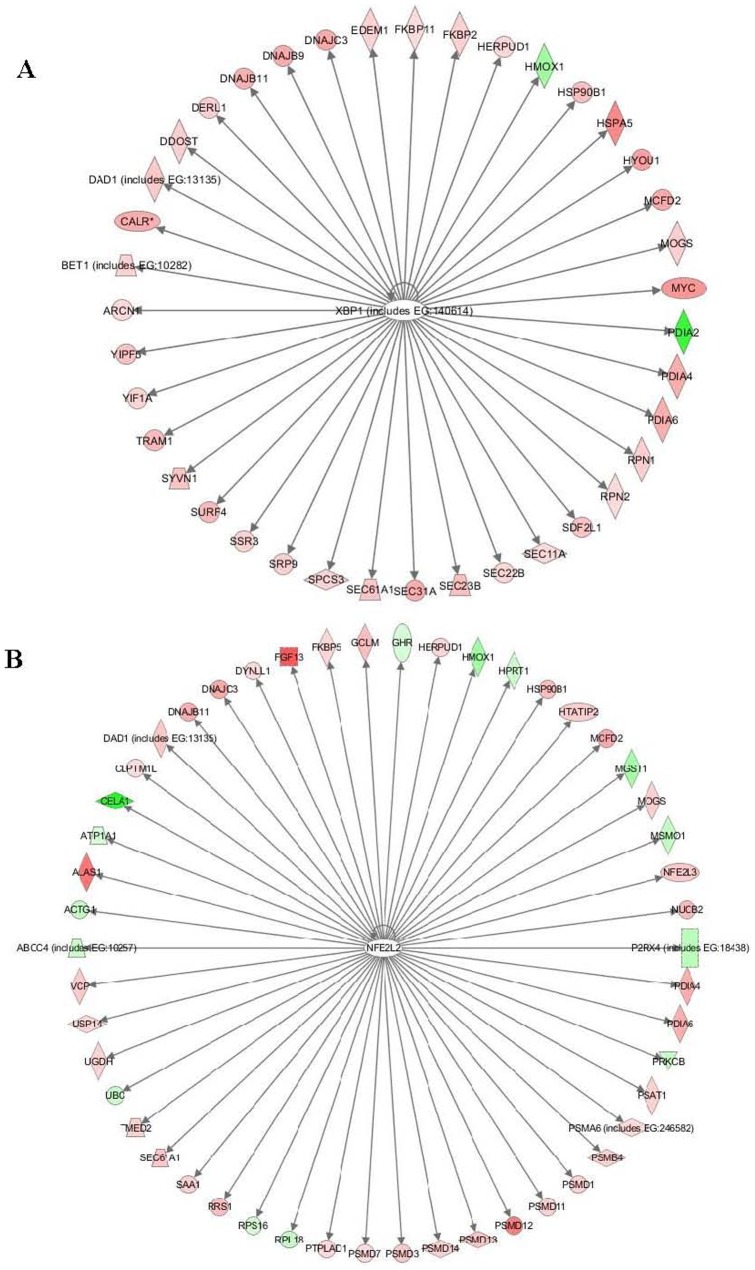
Two most significant transcription factor networks in the zebrafish liver in response to TCDD exposure. (A) Xbp1 network. (B) Nfe2l2 network, Target genes in the differentially expressed gene list (Table S1) are shown with red color indicating up-regulation and green color down-regulation. The intensity of the color corresponds to the relatively levels of up- and down-regulation.

**Table 4:** Most significant transcription factors in zebrafish liver after TCDD treatment.

GI_ID	Gene Symbol	Gene Name	Regulation Z-Score	P-value of Overlap
18859572	xbp1	X-box binding protein 1	4.07	1.47E-16
33504556	nfe2l2	nuclear factor (erythroid-derived 2)-like 2	2.45	4.73E-11
24158438	nr5a2	nuclear receptor subfamily 5, group A, member 2	−2.59	1.05E-03
124249093	ptf1a	pancreas specific transcription factor, 1a	−2.79	7.64E-06
18859502	tp53	tumor protein p53	−3.035	2.73E-02
47271377	mycn	v-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian)	−3.55	4.47E-04

### Deregulated pathways in zebrafish livers treated by TCDD

To investigate the change of molecular pathways induced by TCDD treatment, GSEA was performed using the set of differentially expressed genes (651 up and 407 down) and 163 up- and 123 down-regulated pathways were identified (Table S3). Among all pathways, five up- and eight down-regulated pathways had significant FDR values less than 0.25 and are shown in Table 4. 

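Table S3 lists 163 gene sets as up-regulated and 123 as down-regulated, with 5 and 8 below the FDR threshold of 0.25. The sizes of those 13 sets were between 5 and 57 genes. The human homologs that the authors ranked were not used here. Lists of genes for the same themes were matched to the symbols of Table S1, so each list holds only transcripts past the cutoff.

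**Figure D2:**
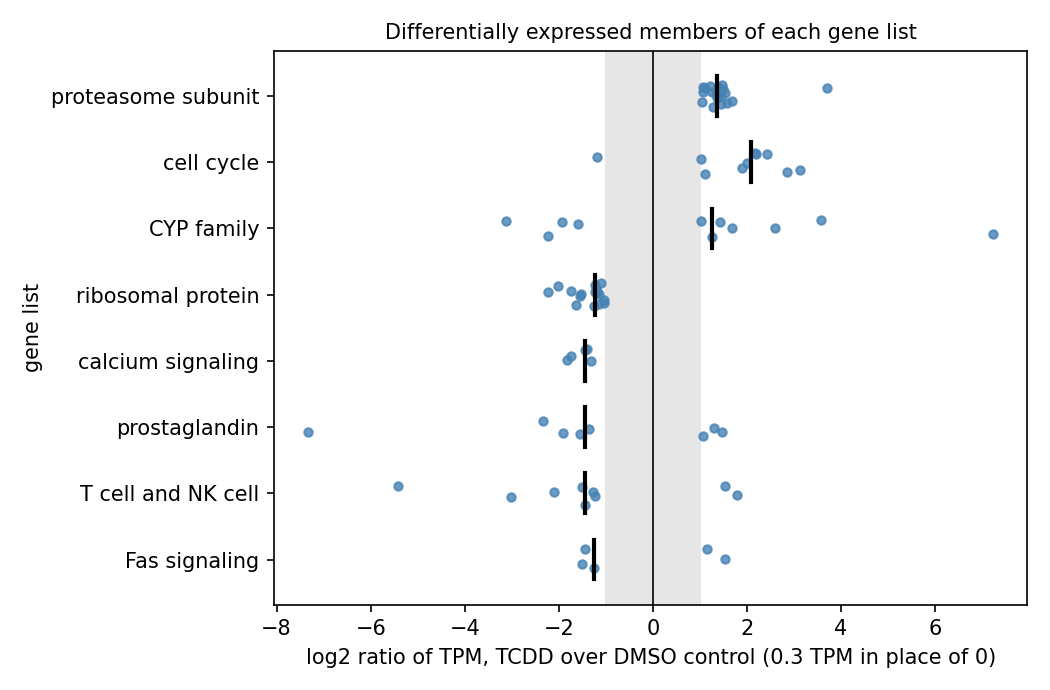
Log2 ratio of TPM, TCDD over DMSO control, of the transcripts of Table S1 that belong to each of 8 gene lists. Each point is a transcript, black bars are medians, and the grey band marks changes of less than 2-fold, which Table S1 excludes. All 18 proteasome subunits lie to the right and all 16 ribosomal proteins and 5 calcium signaling genes to the left of the band.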

The first three pathways are associated with cell cycle progression, which have also been reported in mammalian models under TCDD stress [31], [32]. However in the present study, cell cycle and related pathways were significantly enhanced while some mammalian studies showed a decrease of these activities, suggesting different regulatory mechanism in various models as well as by different treatment regimes.

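The cell cycle list had 10 members in Table S1, of which 9 were up-regulated and cdc5l was down-regulated. The median log2 ratio was 2.09, above 97.28% of the random lists matched on mean TPM. All were weakly expressed, with 4 to 69 control tags and 32 to 48 TCDD tags. mad2l1 had 4 and 41 tags, a log2 ratio of 3.12 (exact 95% interval 1.65 to 5.06), ccnb1 had 4 and 34 tags, 2.85 (1.36 to 4.80), plk1 had 6 and 32 tags, 2.18 (0.90 to 3.72), and mcm2 had 6 and 38 tags, 2.42 (1.17 to 3.96). The lower limits of pole3 and cdkn3 were 0.14 and 0.12. Lists not matched on mean TPM put the median at the percentile 99.86, outside their middle 95%, and TMM scaling put it at 93.05, with a median log2 ratio of 1.81.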

The mechanisms responsible for TCDD toxicity are always associated with its ability to disrupt endocrine functions. In our data, ubiquitin-proteasome pathway was significantly up-regulated in fish liver after TCDD treatment. Consistent with another study in the mammalian system [33], the up-regulated proteasome and related pathways in our study further indicated that the TCDD-induced ubiquitin-proteasomal degradation of AhR influenced the nucleus transcription by controlling the level of ligand-activated AhR. As ubiquitin-proteasome pathway is significantly induced in zebrafish and all mammalian models analyzed in our study, it is an apparently conserved mechanism of TCDD-induced toxicity between fish and mammals. 

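The prostaglandin list had 8 members in Table S1, of which 5 were down-regulated and 3 up-regulated. Their median log2 ratio of -1.45 was at the percentile 2.45 of the random lists matched on mean TPM, just outside the middle 95%. The percentile was 2.22 after TMM scaling, also outside, and 2.79 without matching, which is inside. The largest fall was that of dpep1, from 136 tags to 1 tag, a log2 ratio of -7.33 (exact 95% interval -12.64 to -4.82). ptger2a fell from 248 to 58 tags, -2.34 (-2.77 to -1.92), anxa2b from 286 to 116 tags, -1.54 (-1.87 to -1.23), and ptgdsb.1 from 178 to 82 tags, -1.36 (-1.75 to -0.97). prl fell from 57 to 18 tags, -1.90 (-2.75 to -1.12). The 3 rises were ptges3b, ptges3a and ptgr1.1, the last from 174 to 508 tags, 1.31 (1.05 to 1.56). No transcript in Table S1 was named for cyclooxygenase 2 or thromboxane A synthase 1.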

Prostaglandin synthesis regulation pathway was suppressed in TCDD-treated zebrafish, consistent with a previous report that prostanoid synthesis pathway could be regulated by COX2-TBXS-TP (cyclooxygenase2-thromboxane A synthase1-thromboxane receptor) in zebrafish after TCDD treatment [34].

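All 5 members of the calcium signaling list in Table S1 were down-regulated, and their median log2 ratio was at the percentile 3.35 of the matched random lists, inside the middle 95%. vdac1 fell from 146 to 66 tags, a log2 ratio of -1.39 (exact 95% interval -1.83 to -0.96), and ppifb from 123 to 41 tags, -1.82 (-2.37 to -1.30). p2rx4a fell from 40 to 14 tags, egfra from 40 to 19 tags and prkcbb from 30 to 13 tags, with log2 ratios of -1.75, -1.31 and -1.45.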

In the present study, several pathways related to signal transduction were significantly inhibited in zebrafish after TCDD treatment, including Ca^2+^ regulation pathways, Fas signaling pathway, T-cell signal transduction and T-cell receptor signaling pathway, ribosomal protein and its related pathways. TCDD has been reported to significantly increase intracellular free Ca^2+^ in many cell culture systems [35] and to trigger Ca^2+^-mediated endonuclease activity leading to apoptosis [36]. Our study, consistent with several previous reports [37]–[40], indicated that Ca^2+^ regulation pathways could be commonly involved in TCDD action. Furthermore, Fas signaling pathway, T-cell signal transduction and T-cell receptor signaling pathway were also suppressed in our study. 

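The Fas signaling list had 5 members in Table S1. jun fell from 84 to 35 tags, a log2 ratio of -1.50 (exact 95% interval -2.12 to -0.92), prkcda fell from 75 to 37 tags, -1.26 (-1.87 to -0.67), and prkcbb fell as well. nfkbiab rose from 149 to 511 tags, 1.54 (1.27 to 1.81), and baxb from 18 to 47 tags, 1.15 (0.33 to 2.02). The median log2 ratio of -1.26 was at the percentile 8.94 of the matched random lists, inside their middle 95%, and jun, prkcbb and nfkbiab were members of the T cell and NK cell list too.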

Fas, a member of the tumor necrosis factor receptor (TNFR) family, contains a death domain which is essential for the delivery of the death signal [41]. Thus, Fas signaling regulation could be a mechanism of impaired T-cell related pathway induced by TCDD, which are consistent with another previous report [41]. Moreover, ribosomal proteins, in conjunction with rRNA, are involved in the cellular process of translation [42]. 

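All 16 ribosomal protein transcripts in Table S1 were down-regulated. They took 80474 tags (2.99% of the total) in the control library and 40558 tags (1.28%) in the TCDD library. The single ratios were precise for the abundant members and less so for those with few tags. rpl39 fell from 12523 to 7242 tags, a log2 ratio of -1.03 (exact 95% interval -1.07 to -0.99), rpl35a from 10848 to 4427 tags, -1.53 (-1.58 to -1.48), and rpl24 from 2691 to 944 tags, -1.75 (-1.86 to -1.64). The largest fall was that of rpl36a, from 100 to 25 tags, -2.24 (-2.93 to -1.60). The median log2 ratio of -1.22 was at the percentile 22.66 of the random lists matched on mean TPM. This does not judge the shared direction of all 16. Without matching the percentile was 3.25. TMM scaling moved the median to -1.50.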

Interestingly, the ribosomal protein and its related pathway were down-regulated in zebrafish liver after TCDD exposure, but were induced in other mammalian models [43].

Furthermore, three immune-related pathways were significantly repressed in the zebrafish liver after TCDD exposure (Table 4), including natural killer cell mediated cytotoxicity, T-cell signal transduction and T-cell receptor signaling pathway. Moreover, several B-cell related pathways were also found to be inhibited with FDR>0.25 (Table S3). 

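The T cell and NK cell list had 9 members in Table S1, of which 7 were down-regulated and 2, pik3r3a and nfkbiab, up-regulated. The median log2 ratio of -1.45 was at the percentile 2.67 of the matched random lists, inside the middle 95%, and at 1.60 after TMM scaling and 2.39 without matching, which are outside it. lcp2a had the largest fall, from 36 tags to 1 tag, a log2 ratio of -5.41 (exact 95% interval -10.75 to -2.84). tnfsf10 fell from 34 to 5 tags, -3.01 (-4.72 to -1.64), nfkbie from 29 to 8 tags, -2.10 (-3.44 to -0.93), wasb from 47 to 23 tags, -1.27 (-2.06 to -0.52), and rac2 from 118 to 60 tags, -1.22 (-1.69 to -0.76). pik3r3a rose from 144 to 584 tags, 1.78 (1.51 to 2.05).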

Collectively, our data indicate that hepatic immune-related functions were impaired in fish exposed to TCDD.

### Toxicogenomic comparison between zebrafish and mammalian models

In order to gain insight into the common molecular toxicity of TCDD between fish and mammals as well as the validity of the zebrafish model to predict chemical toxicity for risk assessment for human health, our transcriptomic data were compared with available transcriptomic data from both in vivo and in vitro mammalian studies with TCDD. Among 26 related series in the GEO database using human cell lines, rat and mouse tissues and cells based on microarray studies, we found six series (GSE10082, GSE10083, GSE10769, GSE10770, GSE14555 and GSE34251) with effective comparability (Table 5) while other series were not included in the comparative analysis due to incompatibility in data uploading, platform, experimental strategy, etc. The list of 650 up-regulated genes from the current zebrafish study was used to represent the zebrafish transcriptome in GSEA. As shown in Figure 4A, based on normalized enrichment scores (NES) and false discovery rate (FDR), the zebrafish hepatic genes expression showed more resemblance to the in vivo models (average NES is 1.54) than in vitro models (average NES is 0.93). The comparison with all of the four in vivo data, FDR was smaller than 0.25, while none of the in vitro data showed such significance. These observations indicate that the zebrafish data is more similar to the in vivo mammalian data than in vitro data, further enforcing the validity of the zebrafish model as a potentially high-throughput and economic in vivo experimental models for studies relevant to human health.

**Figure 4:**
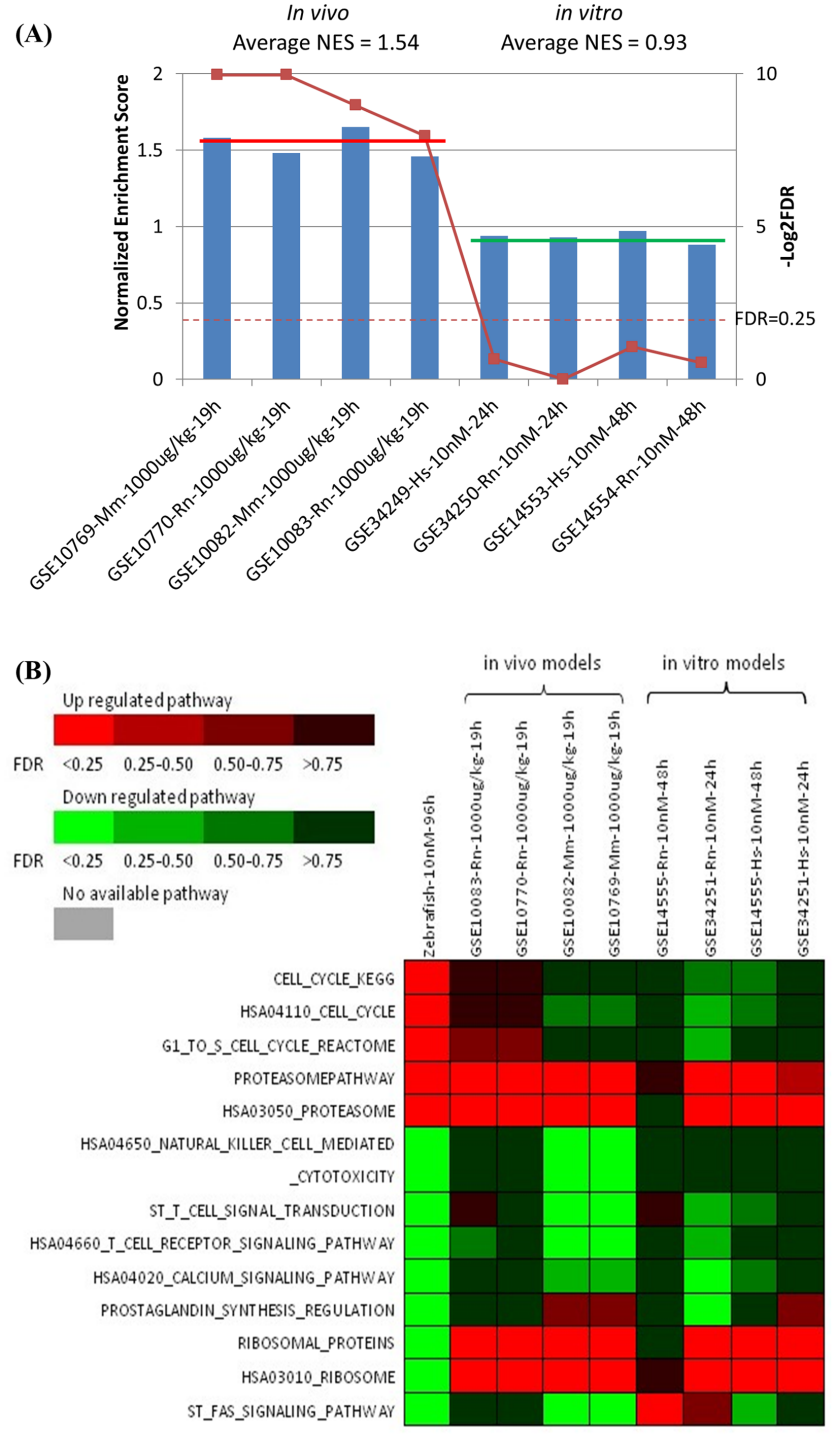
Comparative analyses of zebrafish and mammalian transcriptomic data from TCDD treatments. (A) Correlation of hepatic transcriptome changes in the zebrafish with the mammalian in vivo and in vitro models by GSEA analysis. –Log2FDR = 2, that means FDR = 0.25. (B) Comparison of the pathways in zebrafish and the mammalian models by GSEA analysis. The heat map includes the significant pathways in zebrafish and mammalian models treated by TCDD, the criteria of zebrafish pathways is FDR<0.25.

**Table 5:** Detail information of GSE series from GEO database used in this study.

GSE series no.	Animal models	Treated concentrations	Treated time	Strategy
GSE10083	Rat, *Rattus norvegicus* (liver)	1000ug/kg	19h	in vivo
GSE10770	Rat, *Rattus norvegicus* (liver)	1000ug/kg	19h	in vivo
GSE10082	Mouse, *Mus musculus* (liver)	1000ug/kg	19h	in vivo
GSE10769	Mouse, *Mus musculus* (liver)	1000ug/kg	19h	in vivo
GSE14555	Rat, *Rattus norvegicus* (Primary Rat Hepatocytes)	10nM	48h	in vitro
GSE34251	Rat, *Rattus norvegicus* (Primary Rat Hepatocytes)	10nM	24h	in vitro
GSE14555	Human, *Homo sapiens* (Primary Human Hepatocytes)	10nM	48h	in vitro
GSE34251	Human, *Homo sapiens* (Primary Human Hepatocytes)	10nM	24h	in vitro

To further analyze the correlation of zebrafish and other mammalian models after TCDD treatment, comparison of pathways were made by GSEA pre-ranked function. One up-regulated (Proteasome pathway) and three down-regulated pathways (HSA04650 Natural killer cell mediated cytotoxicity, HSA04660 T cell receptor signaling pathway, HSA04020 Calcium signaling pathway) in zebrafish showed the same regulation direction as those in all other mammalian models, indicating that the four pathways were well conserved in vertebrates. Meanwhile, HSA03010 Ribosome pathway displayed completely opposite regulated trends between zebrafish and all mammalian models we compared (Figure 4B), indicating the species-specific patterns between fish and mammals after TCDD treatment, which need further analysis in future. Moreover, after comparing the conserved pathways (the same regulation direction pathways) among zebrafish model, *in vivo* and *in vitro* mammalian models, we noted that the degree of regulation is more consistent between the zebrafish and in vivo mammalian models than between the zebrafish and in vitro mammalian models, as indicated by the color codes in Figure 4B.

In summary, by RNA-sequencing based transcriptomic analyses, we have carried out detailed analyses of TCDD-induced molecular changes in zebrafish. Other than the well characterized AhR pathway and *cyp1a1* biomarker gene induced by TCDD, we also found some new biomarker genes that have been validated from independent experiments. Interestingly, some of the new biomarker genes encode secreted proteins such as Fgf13b, Sdf2 and RNasel2, which may by analyzed from serum samples by a non-invasive approach. Further and comparative transcriptomic analyses of our zebrafish data and available mammalian data from TCDD treatment experiments indicate several well conserved TCDD-responsive pathways, including up-regulated proteomic pathway and several down regulated pathways such as calcium signaling pathway, natural killer cell mediated cytotoxicity, T-cell receptor signaling pathway etc. Furthermore, GSEA analyses indicate that the TCDD-induced zebrafish transcriptomic data is more similar to in vivo mammalian data than in vitro data, thus indicating the validity of the zebrafish model as a valuable in vivo model to infer molecular toxicity relevant to human health.

## Supporting Information

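Table S1 gives for each differentially expressed transcript its GI number, RefSeq accession, symbol, description, both TPM values, and the fold change of TCDD over control with its log2 value. A value of 0.3 TPM stands for a transcript without a tag. Its 1058 rows were matched to the deposited lists by GI number.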

Table S1 **Complete list of differentially expressed genes in zebrafish liver exposed to TCDD with a cut off of fold change>2 and TPM >10.**
(XLSX) Click here for additional data file.

Table S2 **Up-regulated CYP family genes in zebrafish treated by TCDD.**
(XLSX) Click here for additional data file.

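Table S2 gives the same columns as Table S1 for 19 cytochrome P450 genes, and holds genes below the cutoff of fold change or TPM. At its lower end, cyp2v2 had 65 control and 80 TCDD tags, a log2 ratio of 0.06 with an exact 95% interval from -0.43 to 0.55, and cyp3a65 had 317 and 398 tags, 0.09 (-0.13 to 0.31).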

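Table S3 gives for each gene set its size, which is the number of its genes found in the ranked list, the enrichment score, that score normalized for the size of the set, the nominal p-value, the false discovery rate, the family-wise error rate, the rank in the list at which the running score peaks, and the share of the set and of the list up to that rank.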

Table S3 **Complete list of pathways in zebrafish exposed to TCDD as revealed by GSEA analysis.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

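Liver RNA of male adult zebrafish was measured in 2 SAGE libraries, 1 from fish exposed to 10 nM TCDD for 96 h and 1 from fish kept in 0.01% DMSO for 96 h, each pooled from 9 fish. The authors mapped tags of 27 nucleotides to zebrafish RefSeq transcripts, allowing at most 2 mismatches, counted uniquely mapped tags and divided them by the library total. The values that the authors deposited are CPM (tag counts scaled to the total of mapped tags, called TPM in the paper), with no correction for transcript length. The deposited values of the control library were read in the same way. The paper's text does not name the aligner, the RefSeq release or a genome build, so no coordinates are given.

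The smallest values of each list were used to find the value of 1 tag, and all values of both libraries were whole multiples of it. The recovered counts, 2688063 tags in the control library and 3173797 in the TCDD library, were the depth used for every interval and test. The ratio of TCDD to control was taken with 0.3 TPM in place of 0, as in Table S1. Exact 95% intervals of single ratios are Clopper-Pearson intervals of the share of a transcript's tags that came from the TCDD library, converted to a ratio, and cover counting error only. Fisher exact tests were two-sided, compared the tags of a transcript with the library total, and were adjusted by the Benjamini-Hochberg method over the transcripts above 10 TPM in at least 1 library. With 1 library per condition these tests compare libraries, and no test across fish was possible.

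Differential expression followed the cutoff of the paper, a fold change above 2 and more than 10 TPM in at least 1 library. Gene lists for the pathways the paper discusses and for marker genes of exocrine pancreas, intestine, testis and muscle were written before the deposited lists were opened. Table S1, with its names, TPM values and fold changes, could be read at that time, so the gene lists were not blind to the names or to the direction and size of the changes. The lists were matched to the symbols of Table S1, including current symbols from the RefSeq gene table of the GRCz12tu assembly, which were found for 1047 of the 1058 transcripts. A few pattern matches to unrelated genes were taken out afterwards by name (cd36, cd82a and cdc42ep3 from the T cell and NK cell list, cdc42ep3 from the cell cycle list and aif1l from the Fas signaling list). Only Table S1, Table S2, Table 1, Table 4 and the Methods pair GI numbers with names, so the lists could be tested only within the 1058 transcripts of Table S1, which had all passed the cutoff. For each list the percentile of its median log2 ratio among 10000 random lists of the same size from Table S1, matched in 10 classes of mean TPM, was computed with a fixed random seed, and a list was said to stand apart below the percentile 2.5 or above 97.5. The percentile describes these libraries only, and because it rests on a median it does not judge how many members of a list moved together. The genes given by name were those the paper names in its Results, Tables 1 and 4, Table S2 and Figure 3, the members of the lists, and the 10 largest rises and 10 largest falls past the cutoff with an adjusted p under 0.05. At most 2 unnamed GI numbers are given in each direction.

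The code was tested on simulated data before use. In a simulated pair with 200 of 17991 transcripts changed 4-fold, 100.0% of the changed transcripts passed the cutoff in the right direction, 21 of the 4089 unchanged transcripts tested passed it, and 95.0% of the exact intervals held the true value. The alternatives were other values in place of 0, TMM scaling, scaling by the median ratio, totals without the 10 most abundant transcripts or without the tissue markers, other TPM and fold thresholds, negative binomial exact tests of edgeR with assumed coefficients of variation of 0.2 and 0.4, β-actin1 as reference, and random lists without matching. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The RT-qPCR measurements, the GO, GSEA and IPA runs and the mammalian data sets were not analysed here. Some results for single genes are not reported here.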

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

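The tests in this part were chosen after the results were seen.

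Of 23 transcripts of testis marker genes in Table S1, which the paper does not discuss as a group, 22 were higher in the TCDD library, with a median log2 ratio of 3.57, above the control library. hsd17b3 moved the other way, from 1335 to 318 tags, and because of it the list as a whole took 0.0557% of the control tags and 0.0624% of the TCDD tags. After TMM scaling, which unlike the tests of this part was set before the data were examined, the median was 3.29. All 22 rises had an adjusted Fisher exact p under 0.05, but every transcript past the cutoff had one, so this could not have come out otherwise. Without hsd17b3, left out after its value was seen, the rises had a pooled log2 ratio of 3.13 and a spread wider than counting error around 1 common ratio (chi-square 110.2, 0.0% of simulated lists spread as widely). An added amount of testis RNA need not give 1 common ratio, so it was not tested by this. Only 2 of the markers had clone names in Table S1 that hid their identity when the list was written, and their median was at the percentile 98.78 of random lists, too few to judge the choice of the list. Within these libraries, with 1 pool per condition, a difference between the pools of fish that TCDD did not cause could not be told apart from an effect of TCDD. Beyond them, the paper reports RT-qPCR on individual fish of a separate TCDD experiment, which was not analysed here. It counts sycp3l, hormad1 and tuba7l of this list as reproduced there, but found lrrc23 lower in every fish.

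Outside Table S1, 168 transcripts were past the cutoff as up-regulated. Of all 287 transcripts past the cutoff and outside Table S1, 287 had an adjusted Fisher exact p under 0.05, which held for every transcript past the cutoff. GI numbers of 2 blocks made up 84.0% of the 287, 0.945% of Table S1 and 34.9% of all listed transcripts. These blocks were chosen from the 287 themselves. A filter by type of record may therefore have kept them out of Table S1, but neither file says so. The largest rises among them were those of GI 292616303, from 0 to 106 tags, and GI 189536928, from 2 to 135 tags (log2 ratio 5.84). No biological explanation was tested.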

How the results depend on the processing

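The tests in this part compare the results with alternatives, of which the totals without tissue markers and the markers with hidden names were chosen after the values were seen. The cutoff, the scaling and the other alternatives were set before the data were examined. The gene lists were written with Table S1 at hand, and 5 members were excluded by name later.

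The number of transcripts up-regulated, 819, was 490 with TMM scaling, 540 with scaling by the median ratio, 1217 with totals without the 10 most abundant transcripts, 380 with more than 10 TPM asked in both libraries, 363 with more than 30 TPM, 338 with the exact 95% limit beyond 2, and 344 with a fold change above 3. In the same order the number of transcripts down-regulated, 526, was 741, 700, 560, 278, 286, 288 and 257. Leaving out the 10 most abundant transcripts of each library moved log2 ratios by only 0.08. The smaller totals also raised every TPM, so more transcripts exceeded 10 TPM. All 1345 transcripts past the cutoff differed by the Fisher exact test, but with the negative binomial exact test 841 did when a coefficient of variation of 0.2 between fish pools was assumed, and 114 when 0.4 was.

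Counted over all transcripts with a tag in either library, 2.611% exceeded 256 TPM in the control library and 2.762% in the TCDD library. Those with a tag but below 16 TPM made up 64.25% and 67.1%, which leaves out the transcripts without a tag in that library.

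Against random lists not matched on mean TPM, the cell cycle list was at the percentile 99.86, the prostaglandin list at 2.79 and the T cell and NK cell list at 2.39. After TMM scaling the T cell and NK cell list was at 1.60.

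The direction of single genes turned for genes near no change or with few tags. With TMM scaling the log2 ratio was -0.18 for β-actin1, -0.22 for cyp2v2, -0.19 for cyp3a65, -0.04 for cyp4, and -0.07 for each of cyp19a1b, cyp11a1 and cyp27c1. With β-actin1 as reference it was -0.04 for cyp2v2, -0.01 for cyp3a65 and -0.02 for each of those last 3, which had no control tag and 1 TCDD tag. With 1 TPM in place of 0 it was -1.67 for each of those 3, -0.67 for cyp17a1 and 0.43 for mycn. Of 256 genes, 215 kept their direction and their side of a 2-fold change with TMM scaling. Another 34 kept their direction but fell below 2-fold. With 1 TPM in place of 0, 251 kept both. The ratios of such genes could still shift, as that of ahrra did from 6.09 to 4.36 with 1 TPM in place of 0.

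No paired analysis was possible because each condition had 1 pooled library. For the same reason no library was left out. Lists of transcripts above 10 TPM in at least 1 library were not run apart, since all members from Table S1 pass that limit. Markers under 10 TPM in both libraries were not run, since names below that limit were given for only a few genes.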

Differences from the paper's values

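The tests in this part were chosen after the results were seen.

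For the record that Table 1 lists for sdf2 the files hold 5.208 TPM in the control library against the paper's 1.49, and 17.01 TPM in the TCDD library against the paper's 45.06. For the record listed for mid1ip1 they hold 2.232 TPM against the paper's 0.74, and 2.836 TPM against the paper's 18.27. TMM scaling, which unlike the tests of this part was set before the data were examined, did not close either gap. Table S1 gives the paper's values to the records of sdf2 and mid1ip1b, which have other GI numbers.

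Of the 19 cytochrome P450 genes that the paper calls up-regulated, 5 were past the paper's cutoff. The number was 5 with 1 TPM in place of 0, 3 with TMM scaling and 4 with β-actin1 as reference. None of these alternatives, which were set before the data were examined, closed the gap. Counted only as higher in the TCDD library, a measure chosen after the 5 had been seen, all 19 were, which is the paper's number. That match held only with the main scaling and 0.3 TPM in place of 0. The count was 15 with 1 TPM in place of 0, 13 with TMM scaling and 14 with β-actin1 as reference.

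The paper places ahrra second by fold change. In Table S1 it was number 3, with a 68.27-fold rise against 77.92-fold for pklr. The range of TPM, which the paper puts above 6 orders of magnitude, was 5.55 on the log10 scale. The cutoff gave 1345 transcripts against the paper's 1058.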

Other observations

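The tests in this part were chosen after the results were seen.

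Exocrine pancreas markers fell. Of 24 transcripts in Table S1, 23 were lower in the TCDD library, with a median log2 ratio of -2.61, and their tags went from 8.35% to 1.58% of the library. amy2al1 rose. The list also held the islet genes gcga and sst1.1, which fell. After TMM scaling, which unlike the tests of this part was set before the data were examined, the median was -2.89. The adjusted Fisher exact p was under 0.05 for all 23 falls, as for every transcript past the cutoff. Without amy2al1, left out after its value was seen, the falls had a spread wider than counting error around 1 common ratio (chi-square 2774, 0.0% of simulated lists spread as widely). At these tag counts any difference between separate pools would show this, so it leaves open whether the share of pancreas tissue differed. The 7 markers with names hidden in Table S1 had a median at the percentile 1.02 of random lists. With 1 pool per condition, a difference between the pools that TCDD did not cause could not be told apart from an effect of TCDD.

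Intestine markers fell as well, 19 of 19 in Table S1, with a median log2 ratio of -1.92, or -2.2 after TMM scaling, from 0.438% to 0.146% of the tags. All 19 had an adjusted Fisher exact p under 0.05, as had every transcript past the cutoff. Their spread was wider than that of 1 common ratio (chi-square 480, 0.0% of simulated lists), which leaves the share of tissue open in the same way. This fall, too, could not be told apart from a difference between the 2 pools of fish. On the muscle list 3 of 5 transcripts rose and 2 fell, with a median log2 ratio of 4.6 at the percentile 99.95 of random lists. The paper counts tnni2b.2 of that list among the genes reproduced by RT-qPCR.

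The number of transcripts past the cutoff was far above the 30 that was the most in 100 simulated pairs without change. The simulated pairs held counting error only, and a difference between pools of fish would exceed it without any effect of TCDD. With totals that leave out the tissue markers, the number of transcripts up-regulated was 681 and that of transcripts down-regulated 612, 1293 in all. Leaving out tags changes the ratios and also which transcripts exceed 10 TPM, so the sum does not show what part of the number the marker tags account for. The proteasome rise had a median of 1.1 after TMM scaling and the ribosomal protein fall one of -1.50.

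Of the 20 records in Table 1, 10 were among the 20 transcripts with the highest exact lower limits, and 7 of the 20 largest rises in the files were outside Table S1. Circadian genes moved in both directions, with log2 ratios of 1.70 for nr1d1, 1.17 for tefa, 1.09 for per1b, -1.45 for bhlhe40 and -1.57 for cry1a, for which no explanation was tested. The ranks and list shares in Table S3 imply a ranked list of 3708 genes, while the Methods describe the 1058 differentially expressed genes. Figure 3A shows 39 target names and the paper's text counts 38. The paper's share of transcripts below 16 TPM in the TCDD library, 67.1%, was reached with the transcripts of either library as the total. That share did not count transcripts without a TCDD tag as below 16 TPM. The paper's share in the control library, 76.3%, was reached with the transcripts of that library alone. Its 3.8% above 256 TPM in the TCDD library was reached with neither total (3.096% and 2.762%).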
